A study of Mus musculus with 12 samples. Its data were reported in "An endosiRNA-Based Repression Mechanism Counteracts Transposon Activation during Global DNA Demethylation in Embryonic Stem Cells" (2017).

How the data were processed

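Small RNA-seq measured the 20 to 24 nt RNAs of mouse embryonic stem cells (ESCs) in 12 libraries. Groups were taken from the genotype label of each library. They were wild type (WT, 6 libraries), Dnmt1 KO (2 libraries) and Dicer/Dnmt1 KO (4 libraries). Titles carry a letter A or B, and in WT and Dicer/Dnmt1 KO also a number. Libraries that differ only in the letter are called a pair from 1 culture here. The labels do not say of each pair whether A and B were grown separately or were repeat libraries of 1 RNA. The pair titled E14 2 carries no genotype in its title but is labelled wild type, and it was kept in the WT group as replicates 2A and 2B. The labels name no sequencing date or batch per library, and they allow more than 1 instrument and a range of RNA inputs without saying which library had which. All libraries are labelled as E14, while the study's methods describe the line in which Dnmt1 was deleted as one of another mouse strain. For small RNA-seq of these knockouts, the paper names as WT the uninduced cells of the line in which the genes can be deleted. The labels do not say whether the WT libraries used here are those cells. If they are not, a difference of line between WT and both knockout groups cannot be separated from the genotype.

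Per the labels and the study's methods, the authors trimmed the reads, kept lengths of 20 to 24 nt, mapped them with Bowtie2 to mouse genome build NCBIM37 and quantitated overlaps with annotated features in SeqMonk. The table is named as counts, but the deposited values were log2 RPM, reads scaled by the authors to the reads of each library, with 0 reads written as 0.9 read. Setting the lowest value of a column to 0.9 read returned whole reads for 100.0% of the values in all 12 columns, which also gave each library's reads. A further 89 value columns of the table belong to no sample of the series and were not used. How reads with several mapping positions were placed is not stated for this table, so features with near-identical copies (5S rRNA, histone genes, Mir92-1 and Mir92-2, SNORD113) carry reads whose origin is uncertain.

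The table has 32101 features with 28786 distinct symbols. All 32101 matched an interval, a strand and a symbol of the GENCODE annotation built on Ensembl release 65 and NCBIM37, from which gene types were taken (the study used release 67). A total of 17869 features had no read in any of the 12 libraries. Counting did not separate strands. Among miRNAs with at least 500 reads, 3 lie inside a gene on the opposite strand, and in 3 of 3 the host carried at least the reads of the miRNA (Mir127 in Rtl1, Mir302d in Larp7 and AC116595.1 in Ppargc1b). A read inside a miRNA with a host gene was therefore counted for both, and the counts in the table came to between 85.4% and 125.3% of library reads. Class shares were taken over the counts in the table. A total of 159 tested features contain or overlap a shorter tested feature.

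Library reads ranged from 8710 to 245184. One read was worth 4.08 RPM in the deepest library and 114.81 RPM in the shallowest. A count of 0 is compatible with up to 3 reads, which is 12.2 RPM in the deepest and 344.4 RPM in the shallowest library. Intervals on single-library shares are 95% Wilson binomial intervals. Intervals and limits cover counting error only, since reads without molecular identifiers are not independent molecules.

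The groups, the comparisons, the rule for A and B, the rule for named features and a first list of alternatives were set before the data were examined. The test was chosen by the unit of the deposited values, log2 RPM, and the quasi-likelihood test of edgeR and the filter that goes with it were not run, although whole reads came back from the values. limma 3.58.1 (R 4.3.3) with a mean-variance trend took their place, with a pseudocount and a filter chosen after the unit was known, and voom on the recovered reads was the nearest alternative. Reads were recovered, scaled by trimmed means of log ratios (TMM, trimming 30% of log ratios and 5% of abundances) and tested as log2(RPM + 10). Fold changes are on that log2(RPM + 10) scale, which understates the changes of features with few reads. A fold given as at least is a ratio of unscaled group means. The mean limit of 3 reads stands there for a group with 3 reads or fewer in all libraries. It bounds the level of that group only and does not cover the spread of the other group. Tested features had at least 111.3 RPM, worth 10 reads at the median depth, in 2 libraries or more and at least 15 reads in total, which left 683. One model without covariates was fitted over all 3 groups, and 3 contrasts were taken from it with Benjamini-Hochberg adjustment at 0.05. The low number of Dnmt1 KO libraries was the reason to share 1 estimate of the spread. Each A and B pair was compared first, and by the rule a pair with a dispersion at or under 0.01 would count as 1 sample. Dispersions ran from 0.0655 to 0.812 (median 0.174), so 6 of 6 pairs stayed separate. The rule does not show that A and B were grown separately, since repeat libraries of 1 RNA can exceed it too. Spearman correlations had a median of 0.9 within pairs and 0.8 between cultures of 1 genotype, and the consensus correlation of pairs in voom was 0.323, so n counts libraries that are not fully independent. Summing A and B and a culture block were alternatives. The 2 Dnmt1 KO libraries come from 1 culture, so their spread does not include differences between Dnmt1 KO cultures.

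Sets of features were tested with fry in limma, with camera (preset and estimated correlation) beside it, and 21 set tests were adjusted together. The sets were all miRNAs, all snoRNAs, the miRNAs and snoRNAs between Dlk1 and Dio3 on chromosome 12, the miRNAs outside that locus, and 2 lists of miRNAs used in the closing observations. The mesenchymal list has 20 miRNAs and the pluripotent list 20. Both were written from general knowledge after the values of some members (Mir21, Mir22 and members of the Mir92 and Mir290 to Mir295 families) had been seen. Class shares were compared with two-sided exact permutation tests in SciPy 1.17.1 (Python 3.11.15), and 30 such tests were adjusted together. Features named in the text follow the rule. For each contrast they are the 5 largest rises and 5 largest falls among features with an adjusted p under 0.05, a mean of at least 10 RPM and no overlap between the libraries of both groups on the tested scale, so that all libraries of these groups show the direction, with the 5 most counted miRNAs of WT and a fixed list (Dicer1, Dnmt1, Ago2, Dgcr8, Mir93, snoRNA202, Dlk1, Rian, Mirg, Xlr3a). Ago2 stands in the table under its older symbol Eif2c2, and snoRNA202 was taken to be Snord68, which the RefSeq table of GRCm38.p6 lists under the other name MBII-202. That match was made after the values had been seen. Features outside the rule are said to have been chosen after their values were seen.

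The model was tested on simulated reads in which 200 features changed 8-fold. In the Dicer/Dnmt1 KO group 177 of 186 changed features that passed the filter were recovered (95.2%), with 12 false among 189 calls (6.3%, above the 5% aimed for). In the Dnmt1 KO group 156 of 181 were recovered (86.2%), with 3 false among 159 calls (1.9%).

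Alternatives on the first list were library reads without scaling factors, size factors from medians of ratios, factors from snoRNAs and snRNAs, TMM without miRNAs, no filter, a stricter filter, A and B summed, the letter or the culture number as a replicate block, only the groups compared, voom with culture as a random block, each library left out in turn, and WT without E14 2. Other pseudocounts, the deposited log2 values as they are, voom weights, leaving out host genes, Dnmt1 KO against E14 2 alone, shares of library reads and shares without E14 2 were chosen after the data were seen. Comparisons of transposon classes, which the study is about, were not analysed here because 0 features of the table are named for them. The Wald test of DESeq2, another alternative on the first list, was not run either. The Xlr3 part of the imprinted miRNA set was empty, since 0 miRNA features lie within 10 kb of an Xlr3 gene and the nearest is 94149 bp away.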

Results

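Small RNA-seq libraries were made from mouse ESCs, pluripotent cells of the early embryo that divide in culture, labelled as the E14 line. The study's methods describe the line in which Dnmt1 was deleted as one of another strain. The comparisons with WT may therefore include a difference of line. That would not hold if WT was the uninduced line that the paper names, which the labels do not say. The genotypes were WT, a knockout of Dnmt1, which encodes the methyltransferase that copies DNA methylation at replication, and a combined knockout of Dnmt1 and Dicer, the ribonuclease that cuts miRNA precursors and double-stranded RNA into small RNAs. There were 6 WT libraries from 3 cultures, 2 Dnmt1 KO libraries from 1 culture and 4 Dicer/Dnmt1 KO libraries from 2 cultures. Each culture gave libraries A and B. WT culture 2 is the one titled E14 2.

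Depth was low and uneven. The WT libraries 1A, 1B, 2A, 2B, 3A and 3B held 245184, 145026, 16142, 140205, 72163 and 143921 reads. The Dnmt1 KO libraries A and B held 67678 and 107607. The Dicer/Dnmt1 KO libraries 1A, 1B, 2A and 2B held 24491, 8710, 63428 and 150701. Features with at least 1 read numbered from 1292 in Dicer/Dnmt1 KO 1B, the shallowest library, to 7737 in WT 1A, the deepest.

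The targeted genes were examined first. Dicer1 had 0 to 3 reads per WT library, 0 and 1 in Dnmt1 KO and 0 to 1 in Dicer/Dnmt1 KO, so its loss was not detectable at this depth. Dnmt1 had 0 to 18 reads in WT libraries, 8 and 9 in Dnmt1 KO and 2 to 6 in Dicer/Dnmt1 KO. The Dnmt1 level was 70.2 ± 37.8 RPM in WT (SD, n = 6), 100.9 ± 24.4 RPM in Dnmt1 KO (SD, n = 2) and 109.8 ± 88.2 RPM in Dicer/Dnmt1 KO (SD, n = 4). Leaving out Dicer/Dnmt1 KO 1B, which had 2 Dnmt1 reads, lowered the last value to 69.9 RPM. Dnmt1 was called in no contrast (fold change 1.12, SE 0.87, for Dnmt1 KO against WT, 0.03, SE 0.69, for Dicer/Dnmt1 KO against WT and -1.08, SE 0.92, for Dicer/Dnmt1 KO against Dnmt1 KO, limma adjusted p 0.558, 0.975 and 0.558). With voom weights the last was called (-1.47, limma adjusted p 0.0423). These short fragments could not check the genotype labels from the Dnmt1 or Dicer1 transcripts. Eif2c2 (Ago2) had at most 9 reads in a library, Dgcr8 at most 4 and Dlk1 at most 1, and Xlr3a had 0 reads in all 12 libraries. Snord68 (snoRNA202) had 560.4 ± 324.7 RPM in WT (SD, n = 6), 172.3 ± 7.1 RPM in Dnmt1 KO (SD, n = 2) and 777.6 ± 219.3 RPM in Dicer/Dnmt1 KO (SD, n = 4), and was called in no contrast (fold change -1.21, SE 0.58, for Dnmt1 KO against WT, limma adjusted p 0.287). Without E14 2 it was called in that contrast (-1.73, limma adjusted p 0.00891) and against Dnmt1 KO (1.42, limma adjusted p 0.0137).

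The share of miRNAs in the counts addressed the loss of Dicer activity. miRNAs made up 39.2% ± 14.2 of counts in WT (SD, n = 6), 52.3% ± 1.43 in Dnmt1 KO (SD, n = 2) and 8.6% ± 2.44 in Dicer/Dnmt1 KO (SD, n = 4). All 4 Dicer/Dnmt1 KO libraries (6.31% to 12.1%) lay under all 6 WT libraries (29.5% to 65.7%). The difference of -30.6 percentage points had p = 0.00952 in a two-sided exact permutation test, which is the smallest p possible with 4 against 6, and an adjusted p of 0.0408 over 30 tests of class shares. Counting over annotated small RNA classes alone moved this difference most, to -45.6 percentage points. The share in Dnmt1 KO was 13.1 percentage points above WT, which lay within the spread of the WT libraries (two-sided exact permutation p = 0.286, adjusted 0.476, smallest possible 0.0714). Both E14 2 libraries had higher shares than the other WT libraries, which ranged from 29.5% to 33.9%, and 2A held the highest (65.7%, Wilson 95% interval 64.9% to 66.4%). Without E14 2 the Dnmt1 KO share exceeded WT by 21.2 percentage points (exact permutation p = 0.133, the smallest possible with 2 against 4). The difference between Dicer/Dnmt1 KO and Dnmt1 KO was -43.7 percentage points, where 2 against 4 libraries again allow no p under 0.133.

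The share of snoRNAs, which are made without Dicer, went the other way. It was 14.6% ± 6.06 in WT (SD, n = 6), 7.99% ± 0.446 in Dnmt1 KO (SD, n = 2) and 28.8% ± 1.64 in Dicer/Dnmt1 KO (SD, n = 4). The rise of 14.2 percentage points from WT to Dicer/Dnmt1 KO was seen in 4 of 4 libraries (two-sided exact permutation p = 0.00952, the smallest possible, adjusted 0.0408). Since shares sum to a whole, a lower miRNA share raises the others. On the scaled log2 values the median fold change of 167 tested snoRNAs was 0.28 (1.03 with library reads alone), and the set was not shifted against WT (fry in limma, Benjamini-Hochberg adjusted p 0.269). camera with its preset correlation called the snoRNA set in all 3 comparisons, and none of these calls held under fry or the estimated correlation. Of the other sets called with the preset, all held under fry, and all but the miRNAs outside Dlk1-Dio3 in Dnmt1 KO and the mesenchymal list in Dicer/Dnmt1 KO, each against WT, held under the estimated correlation.

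**Figure D1:**
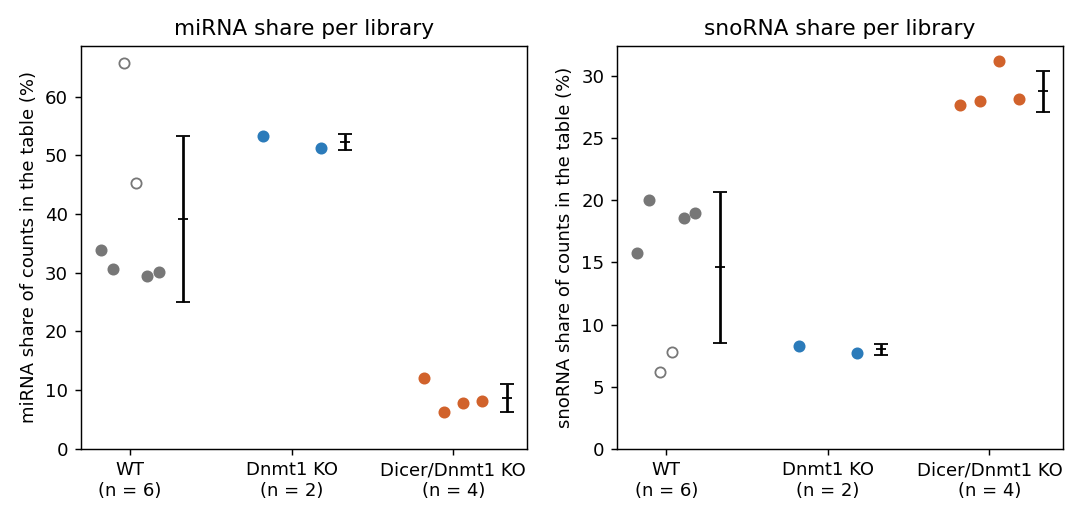
Share of miRNAs (left) and snoRNAs (right) in the counts of each library, in percent, for WT (n = 6), Dnmt1 KO (n = 2) and Dicer/Dnmt1 KO (n = 4), where points are libraries, open points are the E14 2 libraries, and bars are the mean and SD. The Dicer/Dnmt1 KO libraries sit between 6.31% and 12.1% for miRNAs, under all WT libraries, and between 27.7% and 31.2% for snoRNAs, above all WT libraries.

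Dicer/Dnmt1 KO was next compared with WT feature by feature, to ask which small RNAs depend on the deleted genes together. Of 683 tested features 165 had an adjusted p under 0.05 (limma, Benjamini-Hochberg), 35 higher and 130 lower in Dicer/Dnmt1 KO. The median fold change of all 683 was -0.10 under TMM, a scaling that centres most features near 0. Among 132 tested miRNAs 16 were higher and 81 lower, and with the p-values adjusted over the list alone 103 miRNAs were called. The median miRNA fold change was -2.79 on the log2(RPM + 10) scale. With the 50 miRNAs at 3 reads or fewer in all Dicer/Dnmt1 KO libraries and the 19 at that level in WT placed at their bounds, it was -0.84. The miRNA set fell against WT (fry in limma, adjusted p 3.44e-06), and 98 of 132 members fell. camera called the set as well, with an adjusted p of 2.18e-13 with the preset and 0.0376 with the estimated correlation. Testing without a filter on low counts took in 370 miRNAs, with a median of -0.30, and the 132 had a median of -3.04 there.

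Scaling moved the balance of calls in this comparison. Library reads without scaling factors shifted the median of all features by 0.70, and the calls became 84 higher and 116 lower (42% higher, against 21.2% with TMM). The same scaling shifted that median by -0.20 for Dnmt1 KO against WT and by 0.91 for Dicer/Dnmt1 KO against Dnmt1 KO. Factors from snoRNAs and snRNAs shifted it by -0.13, 0.38 and -0.51 in the same order, medians of ratios by 0.11 for Dicer/Dnmt1 KO against WT, and TMM without miRNAs by 0.16 and 0.13 for both comparisons with WT. The miRNA median of Dicer/Dnmt1 KO against WT stayed between -2.84 and -2.44 under these scalings.

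The largest falls were in miRNAs of the Mir17-92 and related clusters and of the Mir290 cluster. Mir92-1 (chromosome 14, 115443649 to 115443728, NCBIM37, inside the host transcript Mir17hg) had 92270 ± 22550 RPM in WT (SD, n = 6) and 1929 ± 1505 RPM in Dicer/Dnmt1 KO (SD, n = 4), a log2 fold change of -6.78 (SE 0.49, limma adjusted p 4.1e-07). Mir17hg shares these reads and had a fold change of -6.64. Mir92-2 (chromosome X, 50095015 to 50095105) had -8.20 (SE 0.95, limma adjusted p 1.41e-05). Reads of its mature sequence can also arise from Mir92-1. Mir92b on chromosome 3 had -6.84. Mir294, Mir292 and Mir295 lie together on chromosome 7 (3219190 to 3220842). Their fold changes were -6.45, -6.34 and -4.78, with limma adjusted p of 7.77e-07, 1.16e-07 and 8.15e-07. Mir182 on chromosome 6 had the highest mean RPM of the miRNAs in WT (131700 ± 148000 RPM, SD, n = 6) through WT 2A, while Mir92-1 had more WT reads (70113, against 61669 for Mir182). The fold change of Mir182 was -4.19 (SE 0.94, limma adjusted p 0.00385). With A and B summed it was -3.465 and no longer called. WT 2A alone held 412800 RPM, without which the WT mean was 75500 RPM. The raw levels of Mir182 overlapped, since Dicer/Dnmt1 KO 1A had 43160 RPM and WT 3A 35320 RPM. Mir93 on chromosome 5, inside Mcm7, which the study used to check Dicer activity by PCR, went from 1196 ± 548 RPM in WT (SD, n = 6) to 69.9 ± 39.6 RPM in Dicer/Dnmt1 KO (SD, n = 4), with 1 to 4 reads per library there (fold change -4.76, SE 0.46, limma adjusted p 3.07e-06).

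The 5 largest rises against WT all lay between Dlk1 and Dio3 on chromosome 12, a cluster whose maternal copy expresses noncoding RNAs, miRNAs and snoRNAs under the control of DNA methylation. Rian (110842155 to 110899919) had 0 to 2 reads in WT libraries and 6 to 187 in Dicer/Dnmt1 KO libraries, at least 25.4-fold higher (limma adjusted p 7.77e-07). Its reads include those of Mir341 and of locus snoRNAs that lie inside it. Mir434 was at least 14.4-fold higher by its group mean (limma adjusted p 0.000333), with 3 reads each in Dicer/Dnmt1 KO 1A and 1B. Mir127 (110831042 to 110831138) went from 33.8 ± 48.8 RPM (SD, n = 6) to 2301 ± 2220 RPM (SD, n = 4), a fold change of 5.02 (SE 0.91, limma adjusted p 0.000655). Rtl1, on the opposite strand, contains Mir127 and Mir434 and shares their reads, and its fold change was 5.04. Mirg had a fold change of 4.14. Dicer/Dnmt1 KO 2A carried most of the Mir127, Mir434 and Rtl1 signal, and without it the group means were 1244, 345.9 and 1688 RPM, against 2301, 728.4 and 3272 RPM with it. In WT the 2 reads of library 2A raised the Mir127 mean from 15.8 to 33.8 RPM and the Rtl1 mean from 28.6 to 44.5 RPM.

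**Figure D2:**
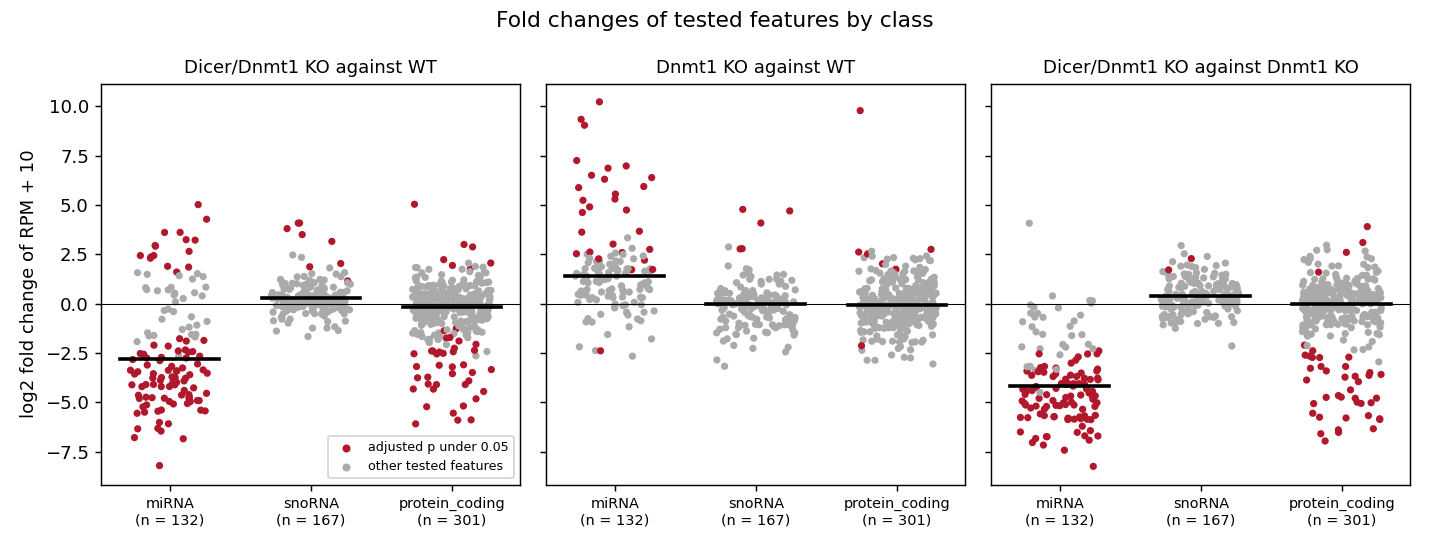
Log2 fold changes of RPM + 10 of tested miRNAs (n = 132), snoRNAs (n = 167) and protein-coding genes (n = 301) in the 3 comparisons, where each point is a feature, red points have a limma adjusted p under 0.05, and black lines are medians. The miRNA medians are -2.79 for Dicer/Dnmt1 KO against WT, 1.40 for Dnmt1 KO against WT and -4.18 for Dicer/Dnmt1 KO against Dnmt1 KO.

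Dnmt1 KO was compared with WT to ask which small RNAs respond to the loss of DNA methylation alone. There were 47 features with a limma adjusted p under 0.05 (Benjamini-Hochberg), 45 higher and 2 lower. They comprised 28 miRNAs higher and 1 lower, and 41 miRNAs were called when adjusted over the list alone. The choice of WT libraries moved this count more than any other setting. Without E14 2 the count was 181 (96 higher, 85 lower), which included the same 47 features, and against E14 2 alone it was 12 (11 higher, 1 lower). Leaving out WT 2A, the shallowest WT library, gave 84. The median fold change of 132 miRNAs was 1.40 (1.26 with features of 3 reads or fewer at their bounds, fry in limma adjusted p 0.000391), and camera with the estimated correlation gave an adjusted p of 0.0376. For the 118 miRNAs outside the Dlk1-Dio3 locus the median was 1.13 (1.09 with bounds). fry called that set (limma, adjusted p 0.0048) and camera with the estimated correlation did not (adjusted p 0.123). The median stayed between 0.96 and 1.55 over the 5 scalings. Mir93 did not differ (fold change 0.96, SE 0.59, limma adjusted p 0.428).

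The Dlk1-Dio3 locus held 21 of these 47 calls. All 14 tested miRNAs of the locus, out of 57 annotated, were higher in Dnmt1 KO, and all 14 were called both over all features and adjusted over the list alone. Their median fold change was 6.45, or 4.08 with the 13 members at 3 reads or fewer in all WT libraries placed at their bounds (fry in limma, adjusted p 4.36e-07, and camera with the estimated correlation 0.00226). A pseudocount of 1 raised this median to 9.18 and one of 50 lowered it to 4.46. Testing without a filter took in 45 locus miRNAs, with a median of 3.10, and the 14 had a median of 6.34 there. Summed over the locus, miRNA reads came to 89.2 ± 65.6 RPM in WT (SD, n = 6, 3 to 22 reads per library), 52520 ± 1344 RPM in Dnmt1 KO (SD, n = 2) and 4961 ± 4419 RPM in Dicer/Dnmt1 KO (SD, n = 4). The last value was 2788 RPM without Dicer/Dnmt1 KO 2A. Mir127 had 30160 ± 3633 RPM in Dnmt1 KO (SD, n = 2), a fold change of 10.23 against WT (SE 1.15, limma adjusted p 5.86e-05), and Rtl1, with the same reads, 9.79. Mir411 was at least 130-fold higher (limma adjusted p 1.37e-05) and Mir541 at least 104-fold higher (limma adjusted p 0.000112). Mirg had a fold change of 8.61 (limma adjusted p 3.28e-05), and its reads include those of Mir541 and Mir410. Rian was at least 19.4-fold higher (limma adjusted p 1.74e-05). The locus snoRNAs, 5 tested of 23, rose as well, with a median of 4.09 (1.47 with bounds, fry in limma adjusted p 1.66e-05) and 4 of 5 called. They summed to 1.87 ± 3.05 RPM in WT (SD, n = 6, 0 to 1 reads), 778.3 ± 55.9 RPM in Dnmt1 KO (SD, n = 2) and 1575 ± 592.8 RPM in Dicer/Dnmt1 KO (SD, n = 4). The protein-coding gene Dlk1 at the edge of the locus had no read in either knockout group.

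**Figure D3:**
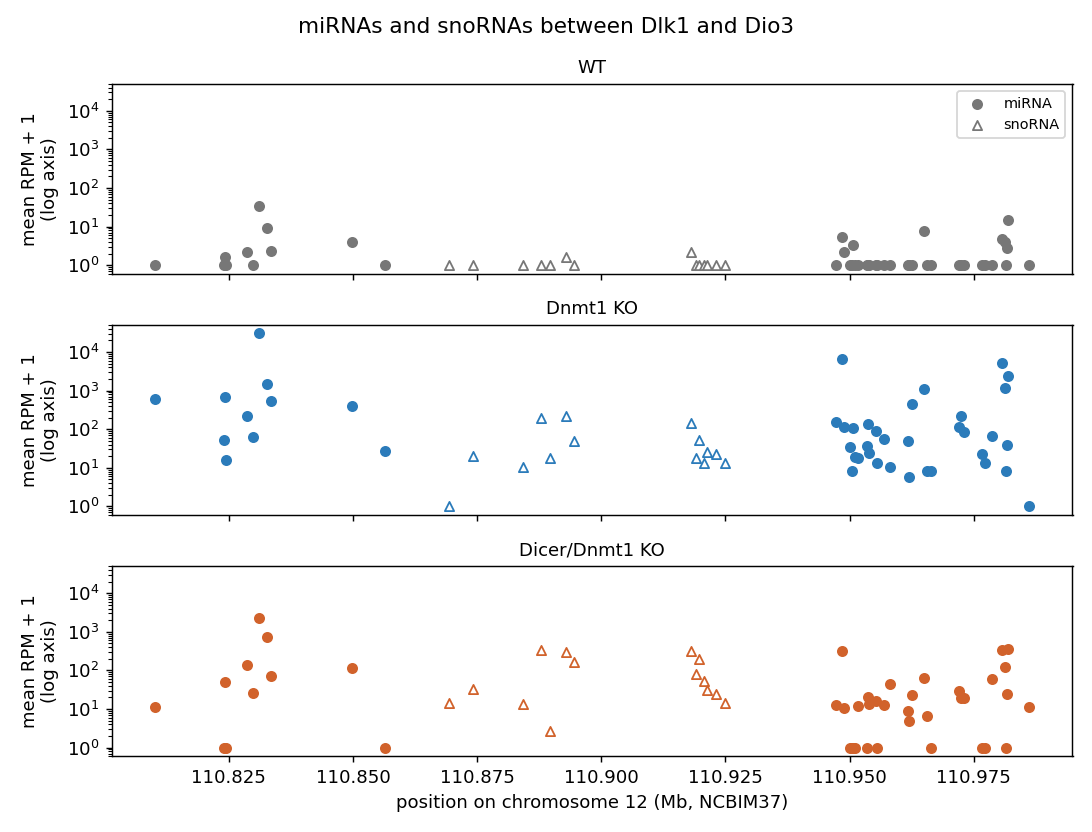
Mean RPM plus 1 on a log axis of each miRNA (filled circles) and snoRNA (open triangles) between Dlk1 and Dio3, except Mir1247 beside Dio3, by position on chromosome 12 (NCBIM37, Mb), in WT (n = 6), Dnmt1 KO (n = 2) and Dicer/Dnmt1 KO (n = 4). Summed miRNA reads rise from 89.2 RPM in WT to 52520 RPM in Dnmt1 KO and 4961 RPM in Dicer/Dnmt1 KO, and summed snoRNA reads from 1.87 to 778.3 and 1575 RPM.

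The 2 features called lower in Dnmt1 KO had few reads in that group. Mir20b on chromosome X had 2 and 6 reads in Dnmt1 KO and 3 to 70 in WT libraries (fold change -2.39, SE 0.48, limma adjusted p 0.00638). Mir92-2, Mir18b and Mir363, which lie close to it, had fold changes of -2.37, -1.165 and -0.863, and none of these was called. Hist1h3g, a histone gene with near-identical copies, had 3 and 4 reads (fold change -2.12, SE 0.56, limma adjusted p 0.0352). Neither Mir20b nor Hist1h3g was called under factors from snoRNAs and snRNAs, without a filter or with a pseudocount of 1.

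Dicer/Dnmt1 KO was compared with Dnmt1 KO to ask what the loss of Dicer changes on the background of Dnmt1 loss. The reference was 2 libraries from 1 culture, so other differences between the cultures cannot be separated from the loss of Dicer. There were 156 features with a limma adjusted p under 0.05, 8 higher and 148 lower (5.1% higher, and 15.9% with library reads alone, where 24 of 151 were higher). Without E14 2, which enters only through the filter, the scaling and the shared spread, 30.8% of the calls were higher. Of 132 tested miRNAs 99 were lower and 0 higher, and 105 were called adjusted over the list alone. At an unadjusted p under 0.05 limma's test gave 187 features of any type. The miRNA median was -4.18 (-2.30 with bounds, fry in limma adjusted p 6.55e-07, camera with the estimated correlation 0.00293). The median of 167 snoRNAs was 0.38 (fry in limma, adjusted p 0.363), and it ran from -0.16 with factors from snoRNAs and snRNAs to 1.35 with library reads alone. The largest falls were CT010508.1, an annotated miRNA on chromosome 9 (fold change -8.24, SE 1.71, limma adjusted p 0.00204), Mir192 on chromosome 19 (at least 15.5-fold lower, limma adjusted p 0.000207), Mir92b (-7.16), Mir292 (-7.03) and Ttll10 on chromosome 4 (-6.95), a gene that contains Mir200a, Mir200b and Mir429. Mir93 fell by 5.72 (limma adjusted p 1.63e-05).

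Within the Dlk1-Dio3 locus both classes of RNA parted in this comparison. The 14 tested miRNAs were lower in Dicer/Dnmt1 KO than in Dnmt1 KO, with a median of -4.76 (-4.51 with bounds, fry in limma adjusted p 6.55e-06) and 12 called. The 5 tested snoRNAs had a median of 0.00 (fry in limma, adjusted p 0.946), which ran from -0.52 to 0.97 over the 5 scalings. The ratio of miRNA to snoRNA reads within each library needs no scaling. It was 72.4 and 63.1 in Dnmt1 KO, and 1.75, 2.71, 6.87 and 1.43 in Dicer/Dnmt1 KO 1A, 1B, 2A and 2B. Mirg fell by 4.48 (limma adjusted p 0.00262), and Rian did not differ (fold change -0.68, SE 0.65, limma adjusted p 0.618). Rian shares reads with Mir341 and some of these snoRNAs, so it is not a separate measure of the locus. Against WT the 14 locus miRNAs were still higher in Dicer/Dnmt1 KO, with a median of 2.41 (1.23 with bounds, fry in limma adjusted p 0.000223) and 8 called.

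The rises in Dicer/Dnmt1 KO over Dnmt1 KO numbered 8, and the 5 largest rested on few libraries or reads or on repeated genes. Acsl6 on chromosome 11 had a fold change of 3.91 (SE 1.16, limma adjusted p 0.0242). Library 1B, with 836 of its reads in this gene, set the group mean of 34030 RPM, which was 13380 RPM without it, and Acsl6 was not called when 1B or 2A was left out. The 5S rRNA copies n-R5s194 and n-R5s2 had fold changes of 3.84 and 2.71 (limma adjusted p 0.0105 and 0.0258). Ankrd44 and Idh2 were at least 3.78-fold and 4.86-fold higher, on 1 to 13 reads per Dicer/Dnmt1 KO library (limma adjusted p 0.047 and 0.0355), and both lost the call without a filter and under both voom settings.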

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

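The tests of depth and of class composition named here were set down before their results were seen, and the tests of the locus ratio, of Dnmt1 KO material in 1 library and of a mislabelled library were chosen only after. In 65 groups of 4 or 6 values the gap of the most extreme library to its neighbour was divided by the whole range of the group. The quotient was above Dixon's 95% critical value for the size of the group in 5 groups, where chance gives 3.25. Of these, 3 lay in the E14 2 libraries and 2 in Dicer/Dnmt1 KO 2A.

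In Dicer/Dnmt1 KO 2A the snoRNA share was 31.2% (Wilson 95% interval 30.9% to 31.5%), against 27.7% to 28.2% in the other 3 libraries, a quotient of 0.866. All 4 libraries stayed above all 6 WT libraries. No technical explanation was tested for it. Library 2B comes from the same culture and did not share the rise, and the design names no biological difference between both libraries.

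The same library had 8025 RPM of Rtl1, against 1263 to 2368 RPM in the other 3 (0.837). The Rtl1 reads are mostly those of Mir127, which lies inside it, and the group mean without 2A was 1688 RPM. Cells like those of the Dnmt1 KO culture, or reads of its libraries, would bring locus miRNAs and snoRNAs in the proportion seen in Dnmt1 KO. The ratio of locus miRNA to snoRNA reads in 2A was 6.87, the highest of the 4 Dicer/Dnmt1 KO libraries, against 63.1 and 72.4 in Dnmt1 KO. That argues against such material as the source of all locus reads. The excess of locus miRNAs in 2A over 2B would need Dnmt1 KO material of 17.5%. Of 39 miRNAs outside the locus with at least 1000 RPM in Dnmt1 KO, 25 stood in 2A below that percentage of their Dnmt1 KO level, with a median of 6.93%, and Mir292 had 457.2 RPM in 2A against 37860 RPM in Dnmt1 KO. That argues against such material as the source of the whole excess, while a smaller part is not excluded, and what raised 2A stays open.

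In WT 2B, Mir93 had 2240 RPM against 651.3 to 1152 RPM in the other 5 WT libraries (0.685), and Mir411 had 21.4 RPM against 0 to 4.08 RPM (0.809). The Mir411 value is 3 reads, which is the limit a count of 0 allows in that library, so depth does not separate it from the others. In WT 2A, CT010508.1 had 41380 RPM against 2092 to 12250 RPM (0.741), and without 2A the WT mean was 4254 RPM.

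Both E14 2 libraries stood apart from the other 4 WT libraries in more than these features. Between them and the others 46 of 622 features were higher and 79 lower in E14 2 (limma, adjusted p under 0.05). Sequencing depth is argued against as the whole cause, since 95 calls (47 higher, 48 lower, of 227 tested) were made after all libraries were thinned to 16142 reads. A higher share of the miRNA class as a whole is argued against too, since among miRNAs alone, scaled on miRNAs alone, 27 miRNAs were called, 9 higher and 18 lower. A Dnmt1 KO library under a WT label is argued against by the locus miRNAs, which reached at most 185.9 RPM in an E14 2 library and at least 51570 RPM in Dnmt1 KO. A difference of line, passage or preparation between the E14 2 culture and the others may remain. The labels give none of these per library, so this stays an untested hypothesis.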

How the results depend on the processing

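The test of other splits on the counts of calls was chosen after the count was seen, and the one on the miRNA median before. Of 100 splits drawn from the 210 possible of the 10 WT and Dicer/Dnmt1 KO libraries into 4 and 6, the real one included, 1 gave as many calls as the real split, the real one itself. The largest other split gave 10 calls, against 165. For the size of the median miRNA fold change it was again 1 of 100, and the largest other value was 2.10, against 2.79. Pseudocounts 1 and 50, the deposited log2 values, voom weights, leaving out host genes, Dnmt1 KO against E14 2 alone, and shares of library reads or without E14 2 were chosen after seeing the data.

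For the results that answer the comparisons, 94 of 98 values under other settings and 73 of 74 with 1 library left out kept their direction and, where a test could pass the threshold, their side of it, or stayed within 1.5 times the count. Values without a test, or with too few samples for any p under 0.05, were judged by their size against the spread between libraries. The miRNA share of Dicer/Dnmt1 KO against WT with A and B summed is one of these, and its p of 0.2 in the exact permutation test, the smallest possible, is not past the threshold that the 0.00952 of the separate libraries passes. The remaining 4 and 1 values all concerned the 47 calls of Dnmt1 KO against WT. They became 181 without the E14 2 libraries (96 higher, 85 lower), 31 with pseudocount 1, 80 with voom weights and 12 against E14 2 alone, where 434 features were tested with 2 libraries against 2. The 47 were all among the 181, and 11 of them were among the 12. Across the 10 fits that each left out 1 library, with an arm of at least 2 remaining, the count ran from 34 to 84, and the 84 came without WT 2A. Removing WT 2A or the E14 2 pair changes both the reference and the spread, and which of these moved the count was not tested. The cause of the changes with pseudocount 1 and voom weights was not tested.

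The calls of Dicer/Dnmt1 KO against WT ran from 122 to 200 over 17 other settings and reached 207 without WT 2A, the highest count with 1 library left out. Those of Dicer/Dnmt1 KO against Dnmt1 KO had a lowest count of 113 under other settings and were most numerous without the E14 2 libraries (68 higher, 153 lower), with 209 calls without WT 2A. The share of higher calls moved further than the counts. With the deposited log2 values it was 48.2% for Dicer/Dnmt1 KO against WT and 40.3% against Dnmt1 KO, and with at least 10 reads in all libraries of a group 36.2% and 31.1%, against 21.2% and 5.1%. Medians of sets are over the members each setting tested. That of the locus miRNAs in Dnmt1 KO ran from 3.10 to 9.18 under other settings and from 6.31 to 7.19 with 1 library left out (9 to 15 members). The 3.10 came without a filter, over 45 members, and the 14 of the reported fit had 6.34 there. Over those of the 14 that a setting tested, the lowest median was 4.46, with pseudocount 50. The miRNA median of Dicer/Dnmt1 KO against WT ran from -4.01 to -0.30, and from -3.26 to -2.67 with 1 library left out. The -0.30 came without a filter, over 370 miRNAs, and the 132 of the reported fit had -3.04 there. Over those of the 132 that a setting tested, the medians ran from -4.01 (pseudocount 1) to -1.75 (pseudocount 50). The miRNA share differences ran from -32.5 to -25.3 and from 11.1 to 18.4 percentage points with 1 library left out. With A and B summed, the first was -27.3 percentage points.

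Of 680 values of single named features under other settings 629 were the same, 26 lost their call, 5 gained one and 20 reversed. Those that gained one were Dnmt1 in Dicer/Dnmt1 KO against Dnmt1 KO (-1.47 with voom weights), and Snord68 in Dnmt1 KO against WT (-1.73 without E14 2) and in Dicer/Dnmt1 KO against Dnmt1 KO (2.02 with at least 10 reads per library, 1.42 without E14 2 and 2.13 with the deposited values). With 1 library left out, 457 of 486 were the same, 16 lost their call, 1 gained one (Snord68 in Dnmt1 KO against WT, -1.54 without WT 2B), 9 reversed and 3 moved without a test. The lost calls fell on Hist1h3g (13), Ankrd44 (9), Idh2 (6), Mir20b (5), n-R5s2 (4), Acsl6 (2), Mir182, Mirg and n-R5s194 (1 each). All reversals were in contrasts that were not called. Dnmt1 in Dicer/Dnmt1 KO against WT went from 0.03 to -0.019 with snoRNA and snRNA factors, -0.28 without a filter, -0.38 with A and B summed, -0.86 with voom and a culture block, -0.34 without E14 2, -0.07 with pseudocount 50 and -0.84 with voom weights, and from -0.31 to 0.45 with 1 library left out. Rian in Dicer/Dnmt1 KO against Dnmt1 KO went from -0.68 to 0.33 with library reads, 0.28 with at least 10 reads per library and 0.33 with the deposited values. Snord68 in Dicer/Dnmt1 KO against WT went from -0.13 to 0.011 with medians of ratios, 0.707 with library reads, 0.066 with TMM without miRNAs, 0.389 with at least 10 reads per library, 0.385 with A and B summed, 0.299 with the culture number as a block, 0.14 with only the groups compared, 0.728 with the deposited values and 0.012 without host genes, and from -0.45 to 0.291 with 1 library left out. Mir93 in Dnmt1 KO against WT went from 0.96 to -0.26 against E14 2 alone. The cause was not tested for these.

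The letter as a replicate block gave 163, 39 and 154 calls for the 3 contrasts, and the culture number as a block gave 124 for Dicer/Dnmt1 KO against WT. The numbers and letters do not pair the libraries. Deviations from the group means of same-numbered libraries correlated at -0.233 (1A), 0.112 (1B), -0.167 (2A) and -0.285 (2B), and those of the letters between cultures had a median of 0.038. With A and B summed 1 Dnmt1 KO sample is left, so the contrasts with Dnmt1 KO have no count of calls or p there, while the locus miRNA median was 6.81 over 12 members and the miRNA share difference 15.5 percentage points. With the culture number as a block they have no value, since no number is shared. DESeq2's Wald test and the alternatives for transposon classes were not run.

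Depth limits the features with few reads most. In Dicer/Dnmt1 KO 1B a count of 0 allows up to 344.4 RPM, and 50 of 132 tested miRNAs had 3 reads or fewer in all 4 Dicer/Dnmt1 KO libraries. Of these 50, 47 were lower than in WT, and the size of their fall is known only as a bound. The other 3 (Mir673, Mir134 and Mir881) were higher.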

Other observations

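The test with separate WT cultures was set down before its result was seen, and the tests of foreign cells, of the choice of WT libraries, of WT material and of the marker lists were chosen after. The marker lists were written after the values of some members had been seen. Of the 20 mesenchymal miRNAs 7 had at least 10 reads in WT and 3 had no read in any library, and of the 20 pluripotent miRNAs 19 had at least 10 reads in WT.

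The Dlk1-Dio3 RNAs were also higher in Dnmt1 KO against E14 2 alone, where the median of the 14 locus miRNAs was 5.62. That argues against the choice of WT libraries as the whole cause for the miRNAs. Of 19 locus features tested there 19 were higher and 11 were called, 8 miRNAs with Rtl1, Rian and Mirg, against 21 calls with all WT libraries. Of the snoRNAs 2 were tested there and neither was called. Cells of another type that kept Dicer and were shared by both knockout groups are argued against as the whole source. They would bring one ratio of locus miRNAs to snoRNAs, and the highest ratio in Dicer/Dnmt1 KO was 6.87 against a lowest of 63.1 in Dnmt1 KO. The ratio says nothing about cells of another type that lack Dicer in Dicer/Dnmt1 KO, for example differentiated cells of these cultures. The miRNAs outside the locus were lower too, with a median of -4.085 in Dicer/Dnmt1 KO against Dnmt1 KO, so such cells would also show a lower ratio, and they cannot be told apart from an effect on the locus within the same cells. Loss of imprinted silencing in both knockouts, with processing of the miRNAs reduced without Dicer and the snoRNAs unaffected, would give this pattern. It may be the explanation. The paper reports that the imprint control region of this locus lost methylation after Dnmt1 deletion, and that the locus and its miRNAs rose. It also reports unchanged expression of core pluripotency genes and no differentiation of these ESCs. Neither DNA methylation nor those genes could be examined in the libraries used here. For these libraries, cells of another type that lack Dicer stay open, and the genotype is confounded with the culture in Dnmt1 KO.

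Cells with a mesenchymal character in the Dnmt1 KO culture cannot be told apart from a direct effect on the locus, for the miRNAs of that culture. The median of the mesenchymal list rose by 1.78 in Dnmt1 KO against WT, 9 of 9 tested members were higher (fry in limma, adjusted p 0.000315), and it ran from 1.57 to 2.20 over the scalings. fry does not compare the list with other miRNAs, and 95 of the 118 miRNAs outside the locus were higher too (median 1.13). camera with the estimated correlation, which compares the list with all other tested features, gave an adjusted p of 0.0442. The pluripotent list had a median of -0.15 (adjusted p 0.175, from -0.31 to 0.26 over the scalings), with 6 members higher and 12 lower, so the median does not show an unchanged profile. Mir302a went from 428 to 79.6 RPM, Mir302d from 1060 to 279 and Mir92-2 from 38700 to 6590 RPM, while Mir291a went from 3160 to 7990 RPM. None of these 4 was called, and Mir20b was. Mir21 went from 6110 RPM in WT to 17500 RPM in Dnmt1 KO, Mir22 from 3390 to 18000 and Mir143 from 585 to 6140 RPM. Other members stayed low in Dnmt1 KO, with 38 RPM of Mir145, 30.6 RPM of Mir214 and 7.39 RPM of Mir125b-2. They were still above their WT levels of 4.75, 1.16 and 3.02 RPM, and these rises were not tested. Mirlet7b and both copies each of Mir199a and Mirlet7c had 0 reads, while the locus miRNAs summed to 52520 RPM. The low levels of these members speak against mesenchymal cells. The members that rose and were tested speak for them only as far as they exceed the rise of other miRNAs. A test against other miRNAs alone was not run. Copies with the same mature sequence can also lose reads to multiple mapping. What keeps this open is that no profile of such cells was used here to set the share that would be needed. The study's methods describe ESC culture with or without feeder cells and do not say which these libraries had.

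The miRNA reads left in Dicer/Dnmt1 KO were not an even remainder of the WT profile. The mesenchymal list rose by a median of 1.61 against WT (6 of 9 higher, fry in limma adjusted p 0.0054, camera with the estimated correlation 0.174, from 1.48 to 2.18 over the scalings), while the pluripotent list fell in 18 of 18 members with a median of -4.99 (adjusted p 9.25e-09). The gap of 6.6 argues against reads of WT libraries, or WT-like cells that kept Dicer, as the whole source of these reads. Cells of a mesenchymal character that kept Dicer may be a source, since the list rose where the other fell. That is a hypothesis found on the same libraries. Feeder cells, which the study's methods name for some cultures, were not examined as such a source. Mir143 stood at 8480 RPM and Mir10a at 3770 RPM in Dicer/Dnmt1 KO, against 585 and 646 RPM in WT. The rise of Mir10a was not called. Mir21 and Mir22 moved little in mean level, from 6110 to 7220 RPM and from 3390 to 3860 RPM. Mir145 and Mir214 stayed low, at 20.7 and 45.7 RPM against 4.75 and 1.16 RPM in WT. Of the 16 miRNAs called higher there, 8 lay in the Dlk1-Dio3 locus and 4 in the mesenchymal list. Between both knockout groups the mesenchymal list had a median of -0.48, which ran from -0.96 to 0.40 over the scalings. fry called this shift (limma, adjusted p 0.0379) and camera did not (adjusted p 0.538 with the preset and 0.716 with the estimated correlation). The pluripotent list fell by 4.40 (fry in limma, adjusted p 1.4e-07).

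The deviations of E14 2 and of Dnmt1 KO from the other WT cultures were alike across 118 miRNAs outside the locus. To keep the controls apart, E14 2 was set against one WT culture and Dnmt1 KO against the other, and the correlations across miRNAs, which are not independent replicates, were 0.587 and 0.528 (0.576 with library 2B alone). Use of the same control libraries is therefore argued against as the whole cause. What both control cultures have in common enters both differences, so it could not be excluded this way. A state of the culture or a batch may be behind the likeness, shared by E14 2 and Dnmt1 KO or by both control cultures. The labels do not allow a test. The calls of Dnmt1 KO outside the locus depend on whether E14 2 is part of the reference.

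Mir182 was the most counted miRNA over the 12 libraries together, with 7.88% of all counts. That rank pools libraries with unequal shares. In the 4 libraries of WT 1 and WT 3, Mir92-1 held more, between 6.6% and 11.3% of library reads. Mir182 held 41.3% of library reads in WT 2A (Wilson 95% interval 40.5% to 42.0%). It held between 3.53% and 6.58% in the 4 libraries of WT 1 and WT 3, with WT 2B between these values. Its shares in Dnmt1 KO A and B were 21.1% (20.8% to 21.4%) and 21.4% (21.1% to 21.6%). In the Dicer/Dnmt1 KO libraries they ran from 0.245% to 4.32%.

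Outside the locus 14 miRNAs were called higher in Dnmt1 KO than in WT, and 4 of these lie on chromosome X. They were looked at after their values were seen. Mir881, Mir871 and Mir470 lie within chromosome X 64055119 to 64067200. Mir881 had 0 reads in all WT libraries and 13 and 21 in Dnmt1 KO, Mir871 had 4 and Mir470 had 5 reads in all WT libraries together, and the fold changes of Mir871 and Mir470 were 5.24 and 5.56 (limma adjusted p 0.00032 and 0.00553). The fourth, Mir532, had a fold change of 1.74 (limma adjusted p 0.0441). No explanation was tested for them.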
